# Identification of drought-responsive microRNAs in *Medicago truncatula *by genome-wide high-throughput sequencing

**DOI:** 10.1186/1471-2164-12-367

**Published:** 2011-07-15

**Authors:** Tianzuo Wang, Lei Chen, Mingui Zhao, Qiuying Tian, Wen-Hao Zhang

## Abstract

**Background:**

MicroRNAs (miRNAs) are small, endogenous RNAs that play important regulatory roles in development and stress response in plants by negatively affecting gene expression post-transcriptionally. Identification of miRNAs at the global genome-level by high-throughout sequencing is essential to functionally characterize miRNAs in plants. Drought is one of the common environmental stresses limiting plant growth and development. To understand the role of miRNAs in response of plants to drought stress, drought-responsive miRNAs were identified by high-throughput sequencing in a legume model plant, *Medicago truncatula*.

**Results:**

Two hundreds eighty three and 293 known miRNAs were identified from the control and drought stress libraries, respectively. In addition, 238 potential candidate miRNAs were identified, and among them 14 new miRNAs and 15 new members of known miRNA families whose complementary miRNA*s were also detected. Both high-throughput sequencing and RT-qPCR confirmed that 22 members of 4 miRNA families were up-regulated and 10 members of 6 miRNA families were down-regulated in response to drought stress. Among the 29 new miRNAs/new members of known miRNA families, 8 miRNAs were responsive to drought stress with both 4 miRNAs being up- and down-regulated, respectively. The known and predicted targets of the drought-responsive miRNAs were found to be involved in diverse cellular processes in plants, including development, transcription, protein degradation, detoxification, nutrient status and cross adaptation.

**Conclusions:**

We identified 32 known members of 10 miRNA families and 8 new miRNAs/new members of known miRNA families that were responsive to drought stress by high-throughput sequencing of small RNAs from *M. truncatula*. These findings are of importance for our understanding of the roles played by miRNAs in response of plants to abiotic stress in general and drought stress in particular.

## Background

Endogenous small interfering RNAs (siRNAs) and microRNAs (miRNAs) are the two most abundant classes of plant small RNAs (sRNAs). The small RNAs are processed in the nucleus from longer precursor transcripts that form distinct secondary structures. The miRNAs down-regulate gene expression by targeting specific messenger RNAs (mRNAs) in both plants and animals [1,2].

miRNAs were initially discovered in *Caenorhabditis elegans *as developmental timing regulators in 1994 [3]. The existence of miRNAs in organisms including plants, mammals and virus has widely been recognized. The biogenesis of miRNAs in plants is a multi-step enzymatic process involving incorporation of miRNAs into the RNA-induced silencing complex (RISC), and then miRNAs bind target mRNAs to direct for cleavage miRNAs with near perfect complementarity and/or inhibiting translation of those with lower complementarity [4-7]. There has been ample evidence demonstrating that miRNAs play a regulatory role in diverse biochemical and physiological processes in plants [1,4]. For instance, miRNAs have been shown to play a role in the modulation of the processes associated with growth and development in plants, including leaf morphogenesis, floral organ and root development [6,8-13]. In addition, recent studies also revealed that miRNAs are involved in responses of plants to various abiotic and biotic stresses. These include drought [14-18], cold [19-21], salinity [22], nutrient starvation [23-26], oxidative stress [27], submergence [28], UV-B radiation [29,30] and virus [31,32].

Plants are hardly grown under optimal conditions, and have to frequently suffer from drought stress due to shortage of water supply. Not unexpectedly, the involvement of miRNAs in response of plants to drought has been evaluated in several plant species. A number of miRNAs have been identified to be associated with response to drought stress in several species such as *Arabidopsis thaliana *[14,33] and *Oryza sativa *[17,18]. For instance, Zhou *et al*. (2010) identified 11 down-regulated miRNAs and 8 up-regulated miRNAs in response of rice to drought [18]. It has been reported that miR169g is the only member induced by drought in the miR169 family of rice and its expression is regulated by drought [17]. Li *et al*. (2008) found that miR169a and miR169c are substantially down-regulated by drought, leading to the enhanced resistance to drought in Arabidopsis because one of the miR169's targets, NFYA5 (Nuclear Factor YA5), is a crucial transcription factor regulating the expression of a number of drought stress-responsive genes [14]. Recent studies also demonstrated that miRNAs play a role in control of drought resistance in maize by modulating the expression of MAPK (mitogen-activated protein kinase), PLD (phospholipase D), PDH (praline dehydrogenase) and POD (peroxidase) [16]. More recently, Trinadade *et al*. (2010) reported that miR398 and miR408 are up-regulated by water deficit in *Medicago truncatula*, leading to a down-regulation of their target genes of *COX5b*, *CSD1 *and plantacyanin [15]. In *Triticum dicoccoides*, 13 miRNAs are differentially regulated in response to short-term drought stress by miRNA microarray chip [34]. Despite of numerous studies on the involvement of miRNAs in abiotic stress in general and drought stress in particular, there has been no report on the systemic identification of drought-responsive miRNAs in leguminous plants at the global genome-level by high-throughout sequencing.

Leguminous plants account for one third of primary crop production in the world and are important sources for the consumption of human and animals [35]. Drought stress is one of the most frequently occurred environmental stresses that limit crop yield world-wide. *Medicago truncatula *is an annual legume species distinguished by its small diploid genome and easy transformation, and is a model plant to study functional genomics of legume plants [36]. Although numerous miRNAs have been identified in various plant species and the mechanisms underlying their actions are being unravelled, the discovery of new miRNAs in plants on a genome-wide scale is essential for functional characterization of miRNAs. The traditional sequencing of relatively small-size cDNA libraries of plant sRNAs from Arabidopsis, rice and poplar with Sanger method has led to the conclusions that plant miRNAs are highly conserved [37]. However, a small number of miRNAs was not detected in the genomes of some species, indicating that miRNAs may evolve more recently [38]. In addition, the non-conserved miRNAs are often expressed at a lower level than the conserved miRNAs, thus many non-conserved miRNAs cannot be detected in small-scale sequencing studies. In this context, high-throughput sequencing has been used to identify non-conserved miRNAs in several species [20,39-53]. To understand the role of miRNAs in response of plants to drought stress, we identified a number of conserved and non-conserved miRNAs that were responsive to drought by high-throughput sequencing, and their potential role in drought tolerance was discussed.

## Results

### High-throughput sequencing of small RNAs from M. truncatula

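Small RNAs from shoots of M. truncatula cv Jemalong A17 were sequenced in 1 control (CK) library and 1 drought stress (DS) library. Water was withheld from 3-week-old seedlings. Shoots harvested after 6, 8, 10 and 12 d, when the relative leaf water content had gone from 87.4% (6 d) through 78.8% (8 d) and 75.2% (10 d) to 68.3% (12 d), were mixed for the DS library. It was 91.4% in the control. There was no replicate library, so a comparison of the libraries has no replicate error. The authors removed low-quality tags, tags under 18 nt, tags without an adaptor and adaptor or polyA contaminants, and deposited each unique sequence with its length and its count of clean reads, without normalization. The counts sum to 6420234 reads in the CK library and 6505965 in the DS library, so the lists hold the tags before the match to the genome and before rRNAs and tRNAs were taken out. Here, a miRNA was counted as the tag equal to its whole sequence in Table 2, Additional file 2 or Additional file 4, and its count was scaled to 1000000 clean reads per library (RPM). Up to 3 reads are compatible with a count of 0, which is 0.467 RPM in the CK library and 0.461 in the DS library. Such limits, and the 95% intervals given for shares of reads, cover counting error only, because amplified reads without molecular identifiers are not independent molecules.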

Two sRNA libraries in which *M. truncatula *seedlings were treated with drought stress (DS) and without stress, control (CK) constructed from shoots of seedlings grown under the two treatment-regimes were sequenced by an Illumina-Solexa sequencer. High-throughput sequencing of CK and DS libraries led to generation of 6,808,877 and 6,874,742 primary reads, respectively. There were 6,420,234 clean reads (2,685,754 unique sequences) for CK and 6,505,965 clean reads (2,937,417 unique sequences) for DS after initial processing (Table 1). 

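Of the unique sequences, 2128030 in the CK library (79.2%) and 2343235 in the DS library (79.8%) had a single read. Tags were 18 to 44 nt long, and 12919962 of the 12926199 reads of both libraries lay between 18 and 30 nt. The 102038 tags of this length with at least 10 reads in both libraries together made up 2.09% of the unique sequences and 46.2% of the reads.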

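Tags of 20 to 25 nt held 91.3% of the reads in the CK library and 93.8% in the DS library. The 24 nt class took 51.1% of the CK reads and 56.7% of the DS reads, and the 21 nt class took 17.3% and 16.8%. The widest 95% Wilson interval of these 4 shares spans 0.0773 percentage points, so both differences between the libraries exceed counting error, with no replicate to set them against. Counted by unique sequences, which moved these shares most, 24 nt tags made up 71.5% in the CK library and 74.7% in the DS library. Every class from 18 to 30 nt except 24 nt was smaller in the DS library, at the short and at the long end. The share of 18 nt reads was 1.49% in the CK library and 0.852% in the DS library, and that of 19 nt reads was 2.04% and 1.46%. The share of 27 nt reads was 1.93% and 1.40%, and that of 30 nt reads was 0.110% and 0.0681%.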

The length distribution of reads showed that the majority of the reads was 20-25 nt in size, of which the class of 24 nt was the most abundant group followed by the group of 21 nt class (Figure 1a).

**Table 1:** Statistics of sRNA sequences for control (CK) and drought stress (DS) libraries

	Number of reads	Number of unique sequences
Control (CK)		
Primary reads	6,808,877	
Clean reads	6,420,234	2,685,754
Sequences mapped to the genome	4,875,034	1,713,480
match known miRNAs	509,981	283

Drought stress (DS)		
Primary reads	6,874,742	
Clean reads	6,505,965	2,937,417
Sequences mapped to the genome	4,819,359	1,867,375
Match known miRNAs	588,990	293

**Figure 1:**
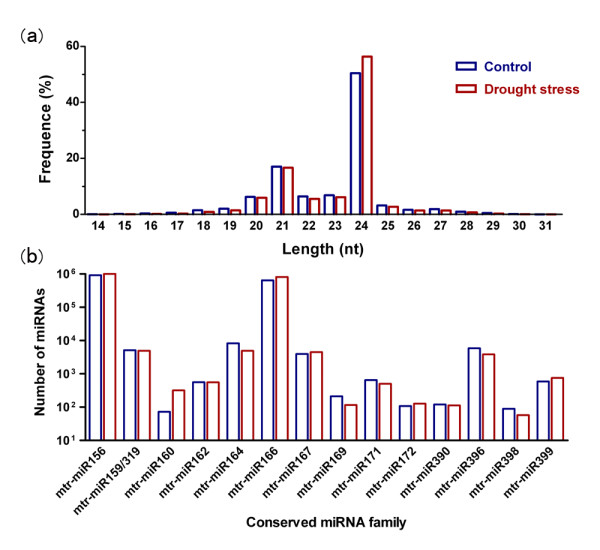
**Distribution of small RNAs from control and drought stress libraries**. The size distribution of small RNAs is shown in panel (a) with frequency. The absolute miRNA number in different conserved families is shown in panel (b).

The common/specific sequences were analyzed between CK and DS libraries for the total and unique sequences. There were 19.14% and 44.95% specific sequences in the DS library for total and unique sequences, respectively.

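The sequences found only in the DS library numbered 2192691, with 2474429 reads, and both shares refer to the union of the libraries. Of these sequences 90.3% had a single read, 135 had at least 10 reads, and the most abundant had 59. Sequences found only in the CK library numbered 1941028, which is 39.8% of the unique sequences and 16.9% of the reads. The 744726 sequences found in both libraries held 64.0% of the reads. Among tags with at least 2 reads in both libraries together, DS-specific sequences made up 18.5% of the unique sequences and 5.37% of the reads, while with the DS library alone as the denominator they made up 74.6% and 38.0%.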

After initial processing, the high-quality small RNA reads were mapped to the *M. truncatula *genome sequence (Mt3.0) using SOAP [54]. The number of total and unique sequences that matched genome was 4,875,034/1,713,480 and 4,819,359/1,867,375 in the two libraries, respectively (Table 1).

### Identification of known miRNAs

The known miRNAs in *M. truncatula *were identified by comparing with the up-dated miRNAs database (miRBase 17, released in April 26, 2011) [55]. We identified 283 and 293 known miRNAs in the two libraries, respectively (Table 1). Sixty-six members belonging to 14 conserved miRNA families were obtained after removing those miRNAs whose expression levels are too low to be analysed for differential expression. Of these families, the most abundant two reads were miR156 and miR166. 

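Tags were ranked by sequence, since the families of Figure 1b were not recomputed here. The most abundant tag in both libraries was TGACAGAAGAGAGTGAGCAC, with 207063 reads in the CK library (3.23%, 95% Wilson interval 3.21% to 3.24%) and 234939 in the DS library (3.61%, 3.60% to 3.63%). It differs by 1 substitution from nucleotides 2 to 21 of miR156j in Table 2. TCGGACCAGGCTTCATTCCCC came next with 140248 CK reads (2.18%) and 183596 DS reads (2.82%). The third tag was TATGATTTTGGTATTGTTGGT in the CK library, with 69782 reads, and TTGACAGAAGATAGAGGGCAC in the DS library, with 58816 reads. The 10 most abundant tags of each library held 10.8% of the CK reads and 10.6% of the DS reads. With tags of 19 to 24 nt grouped by their first 18 nt, the first group held 3.32% of the CK reads and 3.73% of the DS reads.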

Among the identified miRNAs, miR399 contained the most members, including miR399a-i and miR399k-q (Figure 1b).

In addition to the conserved miRNAs, we also identified 137 non-conserved miRNAs that belong to 44 miRNA families (Additional file 1) after removing miRNAs with expression levels that were too low to be analysed for differential expression. Among the 137non-conserved miRNAs, some were legume-specific. The most abundant miRNA was miR2086 followed by miR2111 in the control (CK) library. In the drought stress (DS) library, miR2111 was the most abundant, followed by miR1507. In addition, miR2630 was found to have the most members in the two libraries (miR2630a-y).

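The tag TAATCTGCATCCTGAGGTTTA, which Additional file 4 gives for miR2111a-f and miR2111h-s and Table 2 for miR2111u and miR2111v, had 383 reads in the CK library and 740 in the DS library. All tags of 19 to 24 nt that start with its first 18 nt had 626 CK reads and 1038 DS reads. The tag of miR2111g, AGCCTCGGAGTGCGGATTATC, had 26 CK reads and 48 DS reads. The paper's family totals in Additional file 1 are 7417 and 14063 for miR2111 and 7604 and 5410 for miR2086. The sequences of miR2086 and miR1507 were not analysed here.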

### Identification of new miRNAs/new members of known miRNA families

The formation of stable hairpin structure is one of the essential features for identification of new miRNAs [56]. To identify new miRNAs and new members of known miRNA families, we pooled the reads obtained from the two libraries, and identified the miRNAs by folding the sequences of potential miRNA precursors using the mfold web server [57]. 

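Additional file 2 lists 209 candidates without miRNA*, with 146 distinct sequences. Each of these sequences was found as a whole tag. Their reads in both libraries together ranged from 2 to 55561 with a median of 12. There were 50 sequences under 10 reads and 14 with at least 100 reads. A set of 7 sequences, in 18 of the listed candidates, equals a sequence of Table 2, and 3 of the candidates (NO99, NO100 and NO130) lie at the loci of miR2592bl, miR5556 and miR5560.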

We obtained 238 potential miRNA candidates (Table 2, Additional file 2). In addition to the hairpin structure, detection of miRNA*s is another proof that has been widely used to confirm the new miRNAs [58]. Among the 238 potential miRNA candidates, we found 29 miRNAs with complementary miRNA*s (Table 2, Figure 2, Additional file 3), indicating that these candidate miRNAs are likely to be new miRNAs or new members of known miRNA families in *M. truncatula*. 

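Additional file 3 draws the hairpins as text, and 7 precursors could be rebuilt from it with the length of Table 2 and the miRNA inside: miR5213, miR5558, miR5561, miR156j, miR408, miR2643b and miR4414a. Tags were matched to these precursors without mismatches. The other hairpins were not analysed here. All 7 had reads on the arm opposite the miRNA, 232 in both libraries together, of which 230 came from tags of 20 to 24 nt. Another 9 reads lay on neither arm. The precursor of miR5213, on chromosome 2 of Mt3.0 from 16737666 to 16737796, had 15046 reads on the arm of the miRNA and 44 on the opposite arm, 33 of them from the tag CAGAGTGCAGATACACGCATC.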

The counts of several miRNA*s of these miRNAs were low (Table 2). This may make the annotation of these new miRNAs questionable. However, no requirement on the counts of several miRNA*s was given in the most recent criteria for annotation of plant miRNAs [58]. Therefore, these miRNAs were still considered to be new miRNAs or new members of known miRNAs. 

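In the rebuilt hairpins the opposite arm had 5 reads for miR5561, 8 for miR5558, 11 for miR2643b, 25 for miR156j, 45 for miR4414a and 94 for miR408. These reads made up from 0.241% (miR156j) to 44.1% (miR408) of the reads on both arms. Of the paper's 28 readable miRNA* counts in Table 2, 15 are at most 3 reads and 7 are a single read, and the paper's median is 3.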

A similar identification of new miRNAs has also been reported by others in the literature. For instance, candidate miRNAs with only one miRNA* have been identified as new miRNAs in rice [59].

**Table 2:** New miRNAs and new members of known miRNA families with miRNA*s in *M. truncatula*

miRNAs	Sequence (5'-3')	Length (nt)	Counts of miRNAs/miRNA*s	Location	Arm	Length of precursors (nt)	MFE (kcal/mol)
miR5213	uacgugugucuucaccucugaa	22	15045/44	MtChr2:16737666:16737796:+	5'	131	-43.1
miR5274b	auaugacggaguguaaaugcc	21	29/2	MtChr4:11424365:11424459:-	5'	95	-66.3
miR5554a	ugugcaucuugaacaaugguau	22	134/3	MtChr1:31285750:31285854:-	5'	105	-52.8
miR5554b	ugugcaucuugaacaaugguau	22	134/3	MtChr4:41013393:41013497:-	5'	105	-57.3
miR5554c	ugugcaucuugaacaaugguau	22	134/1	MtChr7:19742691:19742795:-	5'	105	-53.3
miR5555	uaagaguauaauaugacuuug	21	40664	MtChr1:12905862:12905956:-	5'	95	-47.5
miR5556	ugaugacggaagaaauccaaa	21	155/1	MtChr4:23199944:23200064:-	3'	121	-54.8
miR5557	ugcuuccuuaguacuuguuga	21	5/3	MtChr5:6026167:6026481:+	3'	315	-96.7
miR5558	uuuuccaauucuaagucuauc	21	139/8	MtChr5:20521087:20521172:+	5'	86	-33
miR5559	uacuuggugaauuguuggauc	21	2124/2	MtChr6:937306:937443:+	5'	138	-48.8
miR5560	ugccggcucaaugaaugcggag	22	62/2	MtChr6:4747428:4747538:+	3'	111	-53.8
miR5561	cauuuggagagacauagacaa	21	449/3	MtChr7:30170572:30170660:-	5'	89	-42.9
miR5562	uguggagucuuuugcaugaag	21	16/1	MtChr7:32194444:32194667:-	5'	224	-56.4
miR5563	ugauaucaggcaacucggucc	21	12/1	MtChr8:32699524:32699624:-	5'	101	-52.9

miR156j	uugacagaagagggugagcaca	22	10341/23	MtChr1:3228429:3228554:+	5'	126	-44.4
miR167b	ugaagcugccagcaugaucug	21	40937/1	MtChr7:34009590:34009796:+	5'	207	-78.7
miR168c	ucgcuuggugcaggucgggaa	21	56024/1434	MtChr5:10397699:10397824:+	5'	126	-68.8
miR172b	agaaucuugaugaugcugcau	21	35344/63	AC235487:197944:198077:+	3'	134	-55.5
miR172c	agaaucuugaugaugcugcau	21	35386/8	AC233663:10168:10308:+	3'	141	-52.8
miR408	augcacugccucuucccuggc	21	75/55	MtChr1:21952074:21952198:+	3'	125	-45.1
miR2111u	uaaucugcauccugagguuua	21	413/23	MtChr7:14331003:14331117:-	5'	115	-50.2
miR2111v	uaaucugcauccugagguuua	21	1192/41	MtChr7:14356392:14356499:-	5'	108	-48.4
miR2592a	gaaaaacaugaaugucgagcg	21	28/1	MtChr1:27380857:27381050:+	3'	194	-89.4
miR2592bl	uggcaaguuugaauuuaccuca	22	43/1	MtChr4:18239825:18239954:+	5'	130	-69.3
miR2592bm	ggaaaacaugaaugucgggug	21	918/294	MtChr5:3041012:3041204:+	3'	193	-104.4
miR2592bn	ggaaaacaugaaugucgggug	21	530/160	MtChr5:8400182:8400375:+	3'	194	-111.8
miR2619b	auauguuuugauucuuuggca	21	9/3	MtChr4:6335670:6335840:+	5'	171	-94.7
miR2643b	uuugggaucagaaauuagaga	21	361/11	MtChr5:41836449:41836558:-	3'	110	-38.8
miR4414a	agcugcugacucguugguuca	21	663/45	MtChr1:30518803:30518924:+	5'	122	-50.5

**Figure 2:**
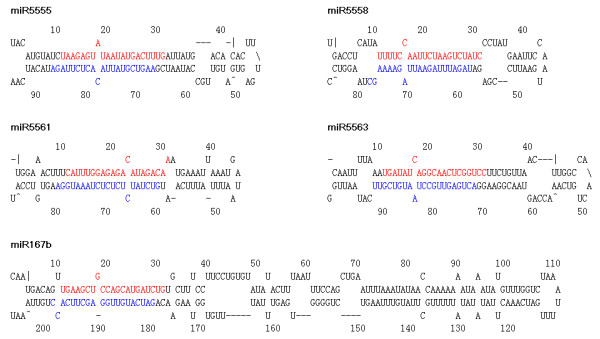
**Representatives of predicted precursors' hairpin structures of new miRNA/new members of known miRNA families**. The mature miRNA and miRNA* sequences are coloured in red and blue, respectively. All the predicted hairpin structures of these miRNA precursors are shown in Additional file 3.

Twenty-two out of 29 new miRNAs/new members of known miRNA families had length of 21 nt, while remaining miRNAs had length of 22 nt. 

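The 29 entries of Table 2 hold 24 distinct sequences. Tags of 19 to 24 nt with the same first 18 nt were compared for each, to see whether another length or 3′ end was more abundant. For 24 of the 24 sequences the listed tag had the most reads, with a median of 93.6% of the reads of its group and a range from 34.6% to 100%.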

The majority of the miRNAs started with a 5' uridine, a hallmark of miRNAs [60]. 

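Of the 29 entries 19 started with U, 6 with A, 3 with G and 1 with C. Among all clean reads of 21 nt the share starting with U was 68.4% in the CK library and 73.0% in the DS library, and among reads of 22 nt it was 48.2% and 51.2%. In the 24 nt class 28.5% of the CK reads and 27.4% of the DS reads started with U, while 42.1% and 43.5% started with A.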

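The 7 rebuilt precursors were folded again with RNAfold of ViennaRNA 2.7.2, in place of the mfold server. The minimum free energy ranged from -50.1 kcal/mol for miR4414a to -33.2 kcal/mol for miR5558. The largest difference from the paper's value for the same precursor was 2 kcal/mol. In these structures 19 of the 22 nucleotides of miR5213 and 16 of the 21 nucleotides of miR408 were paired.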

The minimum free energy (MFE) for hairpin structure of miRNA precursors was lower than -30 kcal/mol (Table 2). This feature is in agreement with other reported values in the literature [61]. 

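Table 2 places 27 precursors on chromosomes of Mt3.0 and 2 on BAC clones. The span of the coordinates equals the listed precursor length for 29 of the 29 entries, and the median length is 125 nt. The miRNA lies on the 5′ arm in 19 entries and on the 3′ arm in 10.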

The length of new miRNAs' precursors ranged from 86 nt to 315 nt (Table 2). These values are comparable to those reported for *M. truncatula *in the literature [42,51,52,62,63].

### Response of known miRNAs to drought stress

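The counts of a tag in the CK and DS libraries were compared with a two-sided exact binomial test, conditional on their sum and on the clean reads of each library, which is the exact form of a comparison of 2 Poisson counts. A tag was called changed when its p-value, after Benjamini-Hochberg adjustment over the 102038 tested tags, was under 0.05 and its RPM differed by more than 1.5-fold. Standard errors (SE) of log2 changes (DS/CK) come from the counts alone. The test compares 2 libraries and not 2 conditions, since each condition has 1 library. In simulated libraries of the same depth with no change, 0 tags were called. With 200 tags changed 3-fold, 98.5% of them were recovered with 2 false calls. This recovery does not carry over to tags with few reads. Candidate NO118 of Additional file 2, with 3 CK reads and 12 DS reads, was not called (adjusted p = 0.33 from the exact binomial test).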

To identify drought-responsive miRNAs, the normalized expression of miRNAs in the two libraries (control, CK and drought stress, DS) was compared. 

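The miRNAs were set against all 19394 tags of 20 to 22 nt with at least 10 reads in both libraries together. Of these tags 1663 were called changed, 322 with a higher RPM in the DS library and 1341 with a lower one. The share of changed tags was 17.0% at 20 nt, 6.64% at 21 nt and 8.71% at 22 nt. It was lowest at 24 nt, with 1.08%. At the other lengths it was 20.2% (18 nt), 18.8% (19 nt), 11.1% (23 nt) and from 11.6% (27 nt) to 16.4% (30 nt), so a high share was not specific to 20 to 22 nt. The lengths were not matched on reads per tag, on which calls depend. At 20 to 22 nt, 4.82% of tags under 100 reads were changed, against 37.2% of those from 100 to under 1000 reads. The share of tags over 1.5-fold, whatever their p-value, was 48.1% at 24 nt and 50.3% at 21 nt. The low share of calls at 24 nt therefore does not show that these tags were stable. Among the 410 tags of 20 to 22 nt with at least 500 reads, 161 (39.3%) were changed. When a biological coefficient of variation of 0.4 was assumed in edgeR's exact test, which moved this count most, 0 tags were called. The 10 tested known miRNAs of Additional file 4 had a median absolute log2 change of 1.07. In 10000 random lists of tags matched on abundance the median was 0.48, and the miRNAs lay at percentile 99.8. Because the study chose these miRNAs from the same libraries, this position is not independent evidence.

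**Figure D1:**
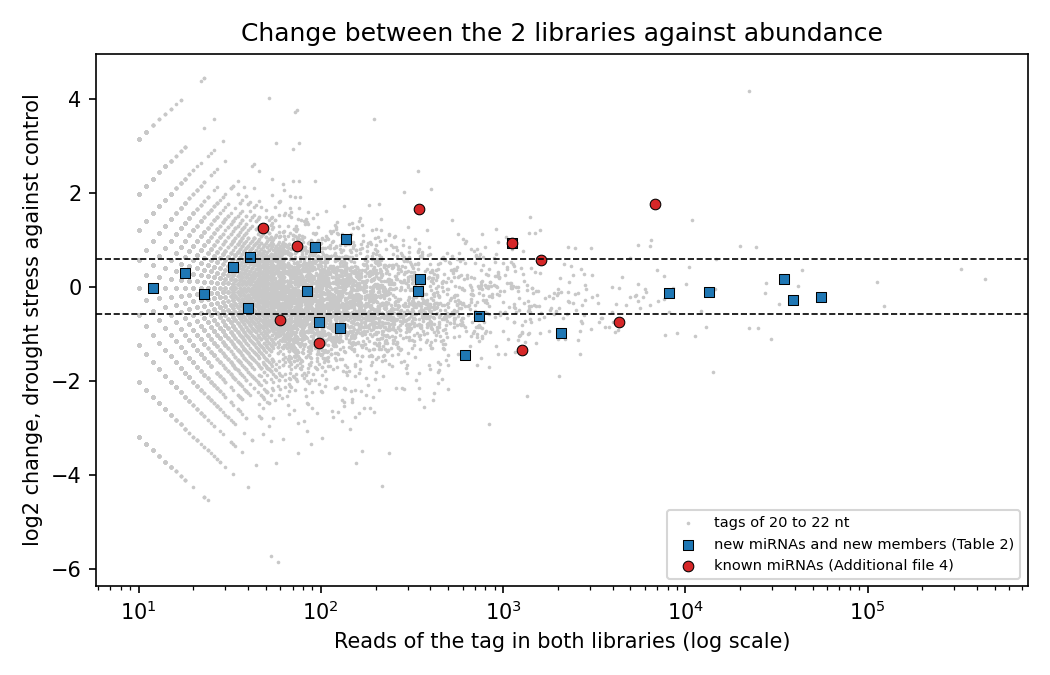
Log2 change (DS/CK) against the reads of each tag in both libraries for 19313 tags of 20 to 22 nt with reads in both libraries (grey), the 22 tested sequences of Table 2 (squares) and the 10 tested known miRNAs of Additional file 4 (circles). Dashed lines mark a 1.5-fold change. Most known miRNAs lie outside the lines, while the sequences of Table 2 with the most reads lie between them.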

Based on the results of high-throughput sequencing, we selected those miRNAs with changes in expression levels being greater than 1.5-fold in response to drought treatment (Figure 3a and 3b, Additional file 4) to validate the expression patterns by real-time quantitative PCR. As shown in Figure 3b and 3c, expression patterns of drought-responsive miRNAs from high-throughput sequencing and RT-qPCR exhibited similar results. Results from both the methods showed that 22 members in 4 miRNA families, i.e., miR399, miR2089, miR2111 and miR2118, were up-regulated in response to the drought stress. Conversely, 10 members belonging to 6 miRNA families, i.e., miR164, miR169, miR171, miR396, miR398 and miR1510, were down-regulated in response to drought stress (Figure 3b and 3c). These miRNAs have been reported to be involved in diverse cellular processes in plants [14,17,22,52]. 

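Additional file 4 gives 5 sequences for these 4 families, and all 5 had a higher RPM in the DS library. The sequences of miR2089, miR2118 and miR2111a-f,h-s were called changed. The tag of miR2111g rose by a log2 change of 0.87 (SE 0.35, adjusted p = 0.21 from the exact binomial test), and that of miR399k also passed 1.5-fold without passing the adjusted p. Adjusted over the list alone, all 5 were called, with an adjusted p of 0.018 for miR2111g and 0.0079 for miR399k from the same exact test. The list was chosen from these libraries, so this count is not independent evidence. Of the 11 sequences in the list, 6 were called over all tags tested and 8 when adjusted over the list alone. With the biological coefficient of variation assumed to be 0.4, none was called.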

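Of the 6 sequences of these families, miR164a-c, miR169g,j and miR1510a were called changed, each with a lower RPM in the DS library. The tag of miR1510a, CGGAGGATTAGGTAAAACAAC, had 907 CK reads and 363 DS reads, 141 and 55.8 RPM, a log2 change of -1.34 (SE 0.09, adjusted p = 1.3e-52 from the exact binomial test). The tag of miR171c, TGATTGAGCCGTGCCAATATT, had 5 CK reads and 2 DS reads, under the minimum of 10 for the test. The tag of miR396a, TTCCACAGCTTTCTTGAACTT, had 648 CK reads and 978 DS reads, or 101 and 150 RPM. Its log2 change was 0.57 (SE 0.07, adjusted p = 5.4e-13 from the same exact test), just under 1.5-fold. Shorter tags that begin this sequence had fewer DS reads, but they also begin the tag TTCCACAGCTTTCTTGAACTG (1387 CK reads and 1675 DS reads) and cannot be assigned to miR396a. The first 18 nt had 1306 CK reads and 301 DS reads (log2 change -2.14), the first 19 nt had 526 and 219 (-1.28), and the first 20 nt had 58 and 50 (-0.23). When all tags of at least 18 nt that lie inside the sequence were summed, the shared ones included, an alternative chosen after seeing the data, miR396a had 2544 CK reads and 1562 DS reads and a log2 change of -0.72. From the sequencing and the RT-qPCR together, the paper concludes that miRNAs of these families respond to drought stress.

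**Figure D2:**
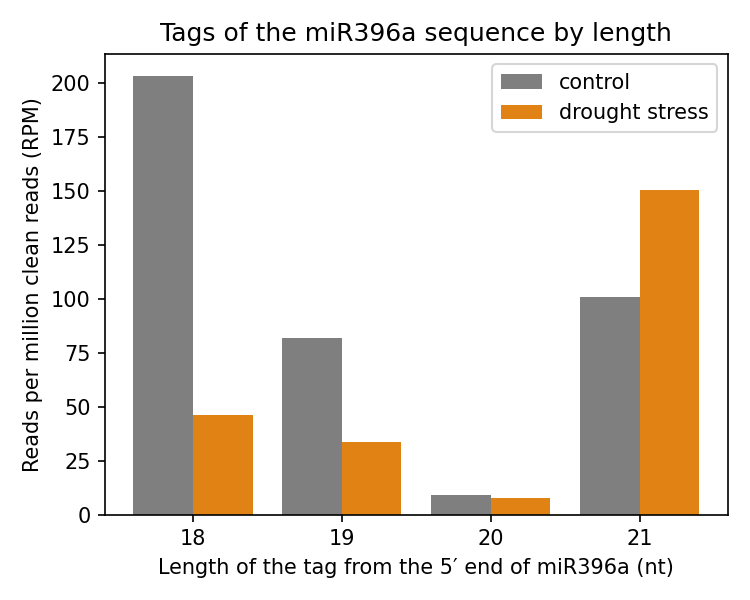
RPM (vertical axis) of the tags that begin at the 5′ end of miR396a, by their length in nt, in the CK library (grey) and the DS library (orange), 1 library each. The 18 nt tag is lower and the 21 nt tag higher in the DS library. The tags of 18 to 20 nt also begin another 21 nt tag.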

The known target genes of these miRNAs and their function annotations were summarized in Table 3. For those miRNAs whose targets are not known, we predicted their targets using the psRNATarget http://bioinfo3.noble.org/psRNATarget/ and the srna-tools http://srna-tools.cmp.uea.ac.uk/plant/[64], and the results are given in the Table 4. Among these miRNAs, several miRNAs have been reported to be involved in abiotic stresses. For example, miR399 and miR2111 have been reported to be up-regulated by phosphate starvation [23,65], while miR169 with target of CCAAT Binding Factor is down-regulated in response to drought stress [14,17].

**Figure 3:**
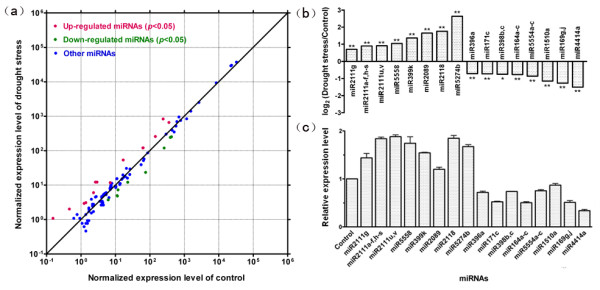
**Differential expression analysis between control and drought stress**. Data points at the upper and lower side of the slope line represent up- and down-regulated miRNAs in panel (a), respectively. The changes in miRNAs for up- and down-regulated ones are greater than 1.5-fold. Other miRNAs include those that are not responsive to drought stress and those changes induced by drought stress at p > 0.05. Expression of control and drought stress was normalized on the basis of 1 M reads. Differential expression of known miRNAs in response to drought stress is shown in panel (b). The positive and negative values mean miRNAs whose expression was stimulated and suppressed by drought stress, respectively. * and ** mean significant difference between control and drought stress at 0.01 < p ≤ 0.05 and p ≤ 0.01, respectively. The relative expression level of miRNAs measured by RT-qPCR in response to drought stress is shown in panel (c).

**Table 3:** The known targets of drought-responsive miRNAs and their function annotations

miRNA families	Expression pattern	Targets	Functions and responsiveness	References
miR164	down	NAC domain transcription factors	lateral root development	[9]
miR169	down	CCAAT Binding Factor (CBF)	response to drought, cold and salinity, nodule development	[14,15,17,18,22,33,74]
miR171	down	GRAS transcription factors	response to drought, cold and salinity, nodule morphogenesis, floral development	[5,18,33]
miR396	down	Growth Regulating Factor (GRF)	response to drought and salinity, cell proliferation	[18,52,75]
miR398	down	Cu/Zn superoxide dismutases (CSD1, CSD2)	response to oxidative stress	[15,27]
miR399	up	PHO2/ubiquitin conjugating enzyme	balance of phosphorus	[23]
miR2118	up	TIR-NBS-LRR domain protein	response to drought, cold, salinity, and ABA	[51,76]

**Table 4:** Predicted targets of drought-responsive miRNAs

miRNAs	Expression pattern	Predicted targets
miR1510a	down	1. pyruvate decarboxylase (PDC) isozyme 1
		2. concanavalin A-like lectin/glucanase
		3. F-box protein
miR2089	up	NB-ARC domain protein
miR2111a-s	up	1. calcineurin-like phosphoesterase
		2. membrane protein SAK

miR2111u, v	up	1. calcineurin-like phosphoesterase family protein
		2. membrane protein SAK
miR5274b	up	DNA-damage-repair/toleration protein
miR5554a-c	down	polynucleotidyl transferase, Ribonuclease H fold
miR5558	up	1. initiation factor eIF-4 gamma
		2. homeodomain-related POX

### Response of new miRNAs/new members in known miRNA families to drought stress

We further examined whether the 29 new miRNAs/new members of known miRNA families were responsive to drought stress using the same method as the known miRNAs. 

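The 24 distinct sequences of Table 2 had from 6 to 55561 reads in both libraries together, with a median of 132, and 22 reached the minimum for the test. Of these 6 were called changed, 2 higher and 4 lower in the DS library. Adjusted over the list alone, 8 were called, with miR5556 and miR408 added. The list was drawn from these libraries and gives no independent evidence. The median absolute log2 change of the 22 sequences was 0.36, at percentile 22.5 of the abundance-matched random lists. Under a threshold of 2-fold the number of calls was 2.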

The miRNAs with changes in expression levels being greater than 1.5-fold and *p-*values less than 0.05 are presented in Table 4. Results from high-throughput sequencing and RT-qPCR showed that, among the 14 new miRNAs, 5 miRNAs were responsive to drought stress with miR5274b and miR5558 being up-regulated, while miR5554a-c being down-regulated. In addition, among the 15 new members of known miRNA families, 3 miRNAs were responsive to drought stress with miR2111u, v being up-regulated and miR4414a being down-regulated (Figure 3b and 3c, Table 4).

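The tag of miR5558, TTTTCCAATTCTAAGTCTATC, had 45 CK reads and 92 DS reads, with a log2 change of 1.01 (SE 0.26, adjusted p = 0.0041 from the exact binomial test). Its precursor lies on chromosome 5 of Mt3.0 from 20521087 to 20521172. The tag shared by miR5554a, b and c, TGTGCATCTTGAACAATGGTAT, had 82 CK reads and 45 DS reads, with a log2 change of -0.88 (SE 0.27, adjusted p = 0.027 from the exact test). It lost the call when the libraries were scaled by their reads of 20 to 22 nt, where its log2 change was -0.79, and at a threshold of 2-fold. Both tags lost it without the filter on low counts and with an assumed biological coefficient of variation of 0.1. The tag of miR5274b, ATATGACGGAGTGTAAATGCC, had 14 CK reads and 19 DS reads. Its log2 change of 0.42 (SE 0.51, exact p = 0.51 before adjustment) was not detectable at this depth.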

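Table 2 gives miR2111u and miR2111v the sequence of the known miR2111 tag, so their reads cannot be assigned to a locus. The log2 change of this tag was 0.93 (SE 0.09, adjusted p = 3.8e-23 from the exact binomial test). The tag of miR4414a, AGCTGCTGACTCGTTGGTTCA, had 450 CK reads and 166 DS reads, 70.1 and 25.5 RPM, with a log2 change of -1.46 (SE 0.13, adjusted p = 2.7e-29 from the exact test). Its precursor lies on chromosome 1 of Mt3.0 from 30518803 to 30518924. On the arm opposite miR4414a there were 36 CK reads and 9 DS reads, a log2 change of -2.02 (SE 0.54, exact p = 5.5e-05).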

## Discussion

### High-throughput sequencing of M. truncatula small RNAs

High-throughput sequencing has been used to study miRNAs at whole genome level in several plant species, including Arabidopsis [39,40], rice [43], wheat [44], soybean [45], cotton [46], grapevine [53], Medicago [42,51,52], Brachypodium [20], tomato [41], populus [47], citrus [48], peanut [49], Porphyra [50]. However, most of the studies on high-throughput sequencing miRNAs have focused on miRNAs under non-stressed, normal growth conditions, and only a few studies have compared miRNAs under control conditions to those under conditions of abiotic stresses by high-throughput sequencing plant miRNAs [20,43,44]. For instance, Sunkar *et al*. (2008) reported a total of 714,202 reads in rice seedlings from three independent libraries (control, drought and salt stress libraries) [43]. Twenty-eight and 12 miRNAs in response to cold stress in Brachypodium [20,44] and heat stress in wheat [44] have been identified by high-throughput sequencing, respectively. In the present study, we constructed two sRNA libraries, non-stressed, control and drought stressed in legume model plant, *M. truncatula *and identified known and new miRNAs that were responsive to drought stress.

The successful application of high-throughput sequencing technology to systemically identify plant miRNAs has greatly advanced our knowledge on the functions of miRNAs in plants in recent years. There have been several reports on the identification of miRNAs in *M. truncatula *in the literature. For instance, 26,656 and 844,110 sRNA reads were reported in two recent studies from *M. truncatula *by Jagadeeswaran *et al*. (2009) and Lelandais-Briere *et al*. (2009), respectively, with 97,028 unique sequences being obtained by the latter studies [51,52]. However, in both cases, sRNAs were sequenced using Roche 454 sequencer, and the total reads and unique sequences obtained from these studies are much less than we reported in the present study (Table 1). In a study by Szittya *et al*. (2008), the authors obtained 3,948,871 reads and 1,563,959 unique sequences from two sRNAs libraries of *M. truncatula *using the same high-throughput sequencing technology (Illumina-Solexa) [42]. In contrast to these reported findings, we got a total of 13,683,619 reads and 4,878,445 unique sequences from two libraries of *M. truncatula*. Therefore, our results contain more reads than those previously reported for miRNAs in *M. truncatula *in the literature. Moreover, the high-throughput sequencing technology used in the present study allows us to identify the miRNAs with low abundance, thus accounting for the greater unique sequences found in our studies. In addition to the greater amounts of miRNAs sequencing data, the use of most updated miRBase also contributes to our identification of more known miRNAs in *M. truncatula*. 

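The unique sequences are the union of the libraries, and 3735821 of them (76.6%) had a single read in both together. The processed lists hold the 12926199 clean reads, and the primary reads were not analysed here.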

The available database for *M. truncatula *contains more miRNAs than those for other plant species. For example, in the database, there are 19 miRNAs and 41 miRNAs for Brachypodium and wheat, respectively, while there are 375 miRNAs in the database for *M. truncatula *(miRBase 17). In addition, to the best of our knowledge, we are the first one to use the *M. truncatula *genome sequence Mt3.0 to analyze miRNAs in this species. The more genomic information in Mt3.0 than Mt2.0 may also contribute to predicting more new miRNAs in *M. truncatula*.

### Drought-responsive miRNAs

Plant miRNAs have a strong propensity to target genes associated with development, particularly those genes encoding transcription factors and F-box proteins [25]. In the present study, we found that the known or predicted targets of miR164, miR169, miR171, miR396, miR1510 and miR5558 were either transcription factors or F-box proteins (Table 3, 4). Under drought stress, an increase in root/shoot ratio was found in *M. truncatula *(data not shown). miR164 has been reported to regulate root development by a homeostatic mechanism to clear NAC1 mRNA, leading to down-regulation of auxin signals. It has been shown that decreases in NAC1 mRNA levels due to inducible expression of miR164, thus resulting in reduction in lateral root emergence in Arabidopsis [9]. Therefore, it is conceivable that the suppression of miR164 expression may contribute to the increase in root/shoot ratio under drought stress.

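The tag of miR164a-c, TGGAGAAGCAGGGCACGTGCA, had 2693 CK reads and 1613 DS reads, or 419 and 248 RPM. Its log2 change was -0.76 (SE 0.05, adjusted p = 2.1e-61 from the exact binomial test). A group of 25 tags with the same first 18 nt, this one included, had 2848 CK reads and 1685 DS reads. The change lies under a threshold of 2-fold. Both libraries were made from shoots, and roots were not analysed here.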

Several studies have revealed that miR169 is responsive to abiotic stresses such as drought, cold and salinity in different species [14,15,17,22,33]. Under drought stress, miR169 exhibited different expression patterns among different species. For example, in Arabidopsis, miR169 is down-regulated by drought stress through an ABA-dependent pathway, resulting in accumulation of NFYA5 with high affinity and sequence specificity for the CCAAT box, which is crucial for the expression of a number of drought-responsive genes [14]. In contrast to Arabidopsis, miR169g in rice is up-regulated by drought [17,18]. In rice, DREs (dehydration-responsive element) as the upstream of *MIR169g *are regulated by cold and drought stress, thus leading to up-regulation of miR169g [17]. Trindade *et al*. (2010) reported that the expression of miR169 in leaves of *M. truncatula *is not responsive to drought stress [15]. In contrast, our results from both the high-throughput sequencing and RT-qPCR showed that miR169 was down-regulated under drought stress in *M. truncatula *(Figure 3b and 3c, Additional file 4). This discrepancy may result from the difference in degree of drought stress exposed to plant materials in the two studies. For instance, in the present study, the drought stressed samples were collected after exposing of plants to drought for varying period (6, 8, 10 and 12 d after withholding water), thus our samples included plant materials suffering from a wide range of drought stress. This type of stress has been used in study of molecular response of plants to drought stress [66,67]. 

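The tag shared by miR169g and miR169j, CAGCCAAGGATGACTTGCCGG, had 68 CK reads and 30 DS reads, or 10.6 and 4.61 RPM. Its log2 change was -1.20 (SE 0.32, adjusted p = 0.0048 from the exact binomial test). It was not called without the filter on low counts, nor when a biological coefficient of variation of 0.1 was assumed in edgeR's exact test. The DS library mixes the 4 harvests, so a change at 1 of them cannot be separated from the others.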

In the studies of Trindade *et al*. (2010), water stress was exposed by suppressing water supply with relative water content in leaves being approx. 50% and 30%, respectively [15]. In the present paper, the drought stressed leaves with relative water content of 87.4%, 78.8%, 75.2% and 68.3% were used for analysis of miRNAs. Therefore, our samples were mainly those suffering from mild and moderate water stress compared to those of Trindale *et al*. (2010). If miR169 is responsive to mild and/or early drought stress exclusively, the responsiveness of miR169 may not be detected by the more severe drought stress used by the authors [15]. In addition to withholding water supply, several studies on effect of drought on miRNAs also treated plants with PEG or mannitol for varying period [17,33]. It is difficult to compare the natural drought stress with PEG-induced and/or mannitol osmotic stress as the two treatments may differ in induction of water stress in terms of rapidity and severity.

Accumulation of reactive oxygen species (ROS) is a common phenomenon in response of plants to abiotic stress. The accumulated ROS damage nucleic acid, oxidize proteins and cause lipid peroxidation [68,69]. Superoxide dismutases (SODs) detoxify superoxide radicals. The targets of miR398 are two Cu/Zn superoxide dismutases (cytosolic CSD1 and chloroplastic CSD2), and miR398 expression was reported to be down-regulated transcriptionally by oxidative stresses [27]. Oxidative stress often occurs concurrently with drought stress. 

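The tag of miR398b,c, TGTGTTCTCAGGTCGCCCCTG, had 37 CK reads and 23 DS reads, or 5.76 and 3.54 RPM. Its log2 change was -0.71 (SE 0.38, exact binomial p = 0.083, adjusted p = 0.51). With 60 reads in both libraries together, the difference did not exceed counting error.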

In the present study, we found that miR398 was down-regulated under drought stress. This would lead to increases in activities of SODs. The drought-induced down-regulation of miR398 in *M. truncatula *is consistent with the results in maize [16], but it is contrast to the results reported by Trindale *et al*. (2010) [15] and Kantar *et al*. (2011) [34]. The differences in the expression of miR398 among different studies may results from differences in species, extent and duration of drought stress in different studies.

Plants suffering from water-deficit often display reduced uptake of mineral nutrients. In this context, miR399 negatively regulates the concentration of inorganic phosphate (Pi) by targeting PHO2, a type of E2 conjugase, and overexpression of miR399 in Pi-replete conditions represses expression of E2 conjugase, leading to an increase in Pi concentration in leaves in Arabidopsis [23]. Expression of miR399 is reduced under Pi-deprived conditions to facilitate accumulation of Pi in plants. It has been verified that miR2111 is up-regulated by Pi starvation [65]. 

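The tag of miR399k, TGCCAAAGAAGATTTGCCCTG, had 14 CK reads and 34 DS reads, or 2.18 and 5.23 RPM. Its log2 change was 1.26 (SE 0.46, adjusted p = 0.11 from the exact binomial test). The log2 change of miR399k lay 0.33 (SE 0.47) above that of the miR2111 tag, a difference within counting error (Fisher's exact test on the reads of both tags, two-sided p = 0.54).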

In our study, the expression miR399 and miR2111 was similar under drought stress. These results indicate that the function of miR2111 may be as important as miR399 in regulation of nutrient acquisition.

Exposure of plants to a moderate stress induces resistance to other stresses, a phenomenon known as cross adaptation, which has been found in different combinations of stresses [70]. For example, osa-miR821 isolated from virus-infected rice tissues is also expressed in roots of salt-stressed plants, while it is not expressed in healthy, non-stressed plants [71]. 

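The tag of miR2089, TTACCTATTCCACCAATTCCAT, had 82 CK reads and 262 DS reads, with a log2 change of 1.66 (SE 0.18, adjusted p = 5.5e-20 from the exact binomial test). The tag of miR2118, TTACCGATTCCACCCATTCCTA, had 1531 CK reads and 5257 DS reads, or 238 and 808 RPM. Its log2 change was 1.76 (SE 0.04), and its p-value was too small for the computation to hold. The changes of these tags, which differ by 4 substitutions, lay within counting error of each other (Fisher's exact test, two-sided p = 0.60).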

Under drought stress, we found that there was up-regulation of miR2089 and miR2118, whose targets may be proteins associated with disease resistance. It is envisaged that these miRNAs may enhance the ability of drought tolerance through unknown mechanisms associated with cross adaptation in plants. Future work aiming at functional elucidation of these miRNAs is warranted by over-expressing these miRNAs in *M. truncatula*.

## Conclusions

We obtained a total of 13,683,619 reads from two small RNA libraries of *M. truncatula *by high-throughput sequencing. 

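Counted by the members that Additional file 4 names, the called sequences stand for 20 members higher in the DS library and 6 members lower, and 18 of the 20 share the sequence of miR2111a-f,h-s. With unadjusted p-values they stand for 22 members higher and 6 lower. With a threshold of 2-fold they stand for 2 members higher and 3 lower. Of the 11 sequences in the list, 6 had a higher and 5 a lower RPM in the DS library. RT-qPCR data were not analysed here.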

Twenty-two members in 4 miRNA families and 10 members belonging to 6 miRNA families were found to be up-regulated and down-regulated in response to drought stress by both high-throughput sequencing and RT-qPCR. In addition, we also predicted 29 new miRNAs/new members of known miRNA families, of which 8 miRNAs were responsive to drought stress by high-throughput sequencing and RT-qPCR. These findings provide valuable information for further functional characterization of miRNAs in response to abiotic stress in general and drought stress in particular in legume plants.

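Counted by entries of Table 2, 5 of the 14 new miRNAs and 5 of the 15 new members of known families were called changed in the sequencing data, and 3 of the former share the sequence of miR5554a-c. Scaled by the reads of 20 to 22 nt the numbers were 2 and 3, and with a threshold of 2-fold they were 1 and 1. The calls include miR5559, miR2592bm and miR2592bn, which were named after their values were seen. They leave out miR5274b, which the paper lists as responsive.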

## Methods

### Plant materials and drought stress treatment

Four *Medicago truncatula *(cv Jemalong A17) seedlings were grown in a pot (diameter 10 cm) filled with vermiculite: peat soil (2:1) under controlled conditions (26°C day/20°C night, 14-h photoperiod, and 50% relative humidity). Drought stress was initiated by withholding water supply to 3-week-old seedlings for varying periods after seedlings were fully watered. The severely wilted leaves appeared on the 14th day after the water withholding. The soil water content was reduced from approx. 60% to 8.1% during the drought stress. Shoots under drought stress were harvested after withholding of water for 6, 8, 10 and 12 d, and mixed averagely as drought treatment materials (DS). The relative water content for leaves collected after 6, 8, 10 and 12 d drought stress was 87.4%, 78.8%, 75.2% and 68.3%, respectively. At the same time, shoots of *M. truncatula *seedlings grown under normal watering conditions were also harvested as control (CK). The relative water content for control leaves was 91.4%. The measure method of relative water content was described by Catsky (1960) [72].

### Small RNA libraries construction for high-throughput sequencing

To construct small RNA libraries, total RNA was extracted from shoots of control (CK) and drought stress (DS) using the Trizol (Invitrogen) according to the manufacturer's protocols. For each sample, the 18-30 nt small RNAs were ligated with 5' and 3' RNA adapter by T4 RNA ligase (TaKaRa) after they were purified by electrophoretic separation on a 15% TBE-urea denaturing PAGE gel, and at each step purified by urea PAGE gel electrophoretic separation. The RNA was subsequently transcribed to single-stranded cDNA using Superscript II reverse transcriptase (Invitrogen). Thereafter the cDNA was used as templates for double-stranded cDNA synthesis by PCR amplification using primers that anneal to adapters. The purified DNA was sequenced on a Solexa sequencer (Illumina). The raw data have been submitted to Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/projects/geo/) and the accession number is GSE29154.

### Bioinformatics analysis

After the sequence tags from Solexa sequencing went through the data cleaning by removing the low quality tags (i.e., tags less than 18 nt and tags whose adaptors were null) and contaminants (adaptors and polyA), the length distribution and common/specific sequences between two samples were analyzed. After removing adaptor sequences of the left high-quality small RNA reads with exact matches to the adaptor sequences, reads were mapped to the *M. truncatula *genome sequence (Mt3.0) downloaded from the website http://www.medicagohapmap.org/downloads_genome/Mt3 using SOAP [54]. rRNAs, tRNAs, snRNAs and snoRNAs were removed from the matched sequences through BLASTn search [73] using NCBI Genebank database http://www.ncbi.nlm.nih.gov/blast/Blast.cgi/ and Rfam database http://www.sanger.ac.uk/Software/Rfam/. Mismatches were not allowed in the above two approaches. The unique sequences left were aligned with known miRNAs from miRBase 17 http://www.mirbase.org/[55]. The potential candidate miRNAs were identified by folding the flanking genome sequence of unique small RNAs using the mfold web server [57]. Parameters were set based on the criteria for annotation plant miRNAs [58]. Target predictions were performed using the psRNATarget http://bioinfo3.noble.org/psRNATarget/ and the srna-tools http://srna-tools.cmp.uea.ac.uk/plant/[64], through aligned with genome of *M. truncatula *and *A. thaliana*.

### Differential expression analysis of miRNAs under the drought stress

The frequency of miRNAs of two libraries was normalized to one million by total number of miRNAs in each sample (Normalized expression = Actual miRNA count/Total count of clean reads*1,000,000). miRNAs whose normalized expression of two libraries is smaller than one were removed, because their expression levels are too low. The fold change between treatment and control was calculated as: Fold-change = log_2 _(DS/CK). The statistical analysis was performed according to Poisson distribution. The *p*-value was calculated by the following formula.

### Real-time quantitative PCR of mature miRNAs

RT-qPCR was used to validate the results obtained from the high-throughput sequencing of miRNAs. RNA that was isolated using the Trizol (Invitrogen) as described above was reversely transcribed using One Step PrimeScript miRNA cDNA Synthesis Kit (TaKaRa). This kit adds ploy (A) to the 3' end of miRNAs and start to reversely transcribe. The reverse transcription was led by a kind of special oligo-dT ligated with known sequence at its 5' end. RT-qPCR was performed using SYBR *Premix Ex Tag *II (TaKaRa) and all the primers used were listed in Additional file 5. Small nuclear RNA U6 was used as internal control. Subsequently, RT-qPCR was performed using Stratagene M × 3000P instrument.

## Authors' contributions

TW LC WZ designed the experiments; TW LC conducted the experiments; TW LC MZ QT analyzed the data; TW WZ wrote the paper. All authors read and approved the final manuscript

## Supplementary Material

Additional file 1 **The miRNA abundance of non-conserved miRNA families in control (CK) and drought stress (DS) libraries**. Click here for file

Additional file 2 Potential miRNA candidates without miRNA*s in *M. truncatula*. Click here for file

Additional file 3 **The predicted hairpin structures of all the 29 new miRNAs/new members of known miRNA families' precursors**. Click here for file

Additional file 4 **Known miRNAs in response to drought stress**. Click here for file

Additional file 5 **The primers designed for RT-qPCR**. Click here for file

# Supplementary material for: Identification of drought-responsive microRNAs in Medicago truncatula by genome-wide high-throughput sequencing
**Source:** BMC Genomics. 2011 Jul 15;12:367. doi: 10.1186/1471-2164-12-367
**Supplement:** Additional file 3 — The predicted hairpin structures of all the 29 new miRNAs/new members of known miRNA families' precursors.

Additional file 3 - The predicted hairpin structures of all the 29 new miRNAs/ new members of known miRNA families' precursors. 

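Each drawing gives the genomic sequence around 1 miRNA as mfold folded it. The upper lines run from the 5′ end to the loop on the right and the lower lines run back to the 3′ end. Bases on the inner lines are paired, and bases on the outer lines form bulges, mismatches and the loop. Reading a drawing in this order gives back the sequence of the precursor where its columns are complete. For 7 of the 29 drawings the sequence read in this way had the length stated in Table 2 and held the miRNA.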

The mature miRNA and miRNA\* sequences are colored in red and blue, respectively.

### miR5213

```

          10          20          30          40          50          60
UCUUA--|    U    UU-  A          U  C          CUAU  UAUU  UU  A    U
      GGCUAG GAAA  GAU CGUGUGUCU CAC UCUGAA  CAA  AUG  UC AAUC \
      UCGAUC CUUU  CUA GCACAUAGA GUG AGACUU  GUU  UAC  AG UUAG U
UUAUCCA^    -    UCU  C          C  -    C---  UUCU  UU  C    U
          120          110          100          90          80          70

```

### miR5274b

```

          10          20          30          40
-|    CG          A    GA  UA
GCGUUC  CAUAUAGACGGAGUGUAAAUGCCUA GUAUCA  CU  C
CGCAAG  GUUAUACUGCCUCACAUUUACGGAU CAUAGU  GA  C
A^    AU          A    UC  UA
          90          80          70          60          50

```

### miR5554a

```

          10          20          30          40          50
-    G    U    UG  A          G    -|    CA
CAGCAU CGAUG GCAUCU  AAC AUGGUAUUAAGU UCAAGA AAUG \
GUUGUA GCUAC CGUAGA  UUG UACCAUAAGUUA AGUUUU UUAC  C
G    G    U    CG  C          A    C^    UC
          100          90          80          70          60

```

### miR5554b

```

      10      20      30      40      50
CA-   G    U    UG   A    -|    CA
      GCAU CGAUG GCAUCU AAC AUGGUAU UCAAGUGUC AAGGAAUG \
      UGUA GCUAC CGUAGA UUG UACCAUAAGUUCACAG UUUCUUAC  C
GGC   G    U    CG   C    U^    UC
      100      90      80      70      60
```

### miR5554c

```

      10      20      30      40      50
CA-   G    U    UG   A    -|    CA
      ACAU UGAUG GCAUCU AAC AUGGUAU UCAAGUGUC AAGGAAUG \
      UGUA GCUAC CGUAGA UUG UACCAUAAGUUCACAG UUUCUUAC  C
GGC   A    U    CG   C    U^    UC
      100      90      80      70      60
```

### miR5555

```

      10      20      30      40
UAC          A    --- -|  UU
      AUGUAUCUAGAGU UAAUAUGACUUUGAUUAUG  ACA CAC \
      UACAUAGAUCUCA AUUAUGCUGAAGCUAAUAC  UGU GUG  U
AAC          C    CGU  A^  AG
      90      80      70      60      50
```

miR5556

1020304050

GU          A      C  C  C          A  AA  -----|  C  A

CAAGAUCAUUUGGA  UUCUCCG CAUC AA GAACCUU GAG  CAG      CUC AC A

GUUCUAGUAAACCU AAGAAGGC GUAG UU CUUGGAA CUC  GUU      GAG UG U

UU          A      A  U  A          C  CA  CCUCA^  U  A

110      100      90      80      70      60

miR5557

10203040

C      C  C                  .-A|      C

AGGACA UU UCAAACAAGUACUAAGGAAGCACAAUCAG  AAGUAA U

UUCUGU AA AGUUGUUGAUGAUUCCUUCGUGUUGGUU  UUCAUU C

-      C  U                  \  -^      U

310      300      290      280      50

60708090100

-----  CC  .-UU  CA--  CAU  CCU  .-CUUC  UCA

UGUUGUG CA  CAGUG  UUUAGC CAA  CUC  UGAACA  \  
  AUAUAC GU  GUCAC  AAGUUG GUU  GAG  ACUUGU  C

GAAGAAAUAAAGCUUUUGACU  UU  \  
      270      260      250      200      190      110

120130140150

CUACU  UU-  CA      GUUUC  AUC

GAU  CAAAU  UCUCUUU  ACAAG  A

CUA  GUUUG  AGAGAAA  UGUUU  U

U-----  UGU  --      -----  AAC

180      170      160

210220

UCAA      UU      CU

UUUGGG AGUGUA  \  
      GAAUCC UCACGU  C

UC--      --      UU

240

## miR5558

```

      10      20      30      40
U|   CAUA      C      CCUAU      C
GACCU      UUUUC AAUUCUAAGUCUAUC      GAAUUC A
CUGGA      AAAAG UUAAGAUUUAGAUAG      CUUAAG A
C^   AUCG      A      AGC--      U
      80      70      60      50

```

## miR5559

```

      10      20      30      40
UAUU      U      A      .-A|      CAA
UCCUUUUAACUUGGUGAAU GUUGGAUC UUCUGU      UCAAU \
AGGA AAAUGAACCUUA UAAUCUAG AAGACA      AGUUA      C
GCAU      U      C      \ -^      CAC
      130      120      110      50
      60
      AG--      .-A      AU
      CUUC      UGU      \
      GAAG      ACA      A
      CAAA      \ -      GA
      100      70
      80
      A--      UCAA
      GA      C
      CU      G
      AAA      UAUA
      90

```

miR5560

1020304050

A C C - CUC -| C A G

GUCGG AAU CUCU CAUUA AGCCGGUACAUCAU UGGU GUUGGA UUU A

CAGUC UUA GAGG GUAAGU UCGGCCGU GUAGUA AUCA CAACCU GGA U

- U A C AAC C^ A A C

11010090807060

miR5561

10203040

-| A C AA U G

UGGA ACUUUCAUUUGGAGAGA AUAGACA UGAAAU AAAU A

ACCU UGAAGGUAAAUCUCUCU UAUCUGU ACUUUA UUUA U

U^ G C A- - A

80706050

miR5562

1020304050

AUAAAACA GG GA -- .-AAUGGGA| G

GUUGU AGUCUUUU CAUG AGUUUCU UGCUG CGGUG C

CAACG UCGGAAGA GUGU UCAAAGA ACGAU GCCAU A

UCAUACUC -- GA AA \ -----^ A

22021020019060

708090100

AAAUG- CAAAG .-G .-AAACAACGAGAAAA GGG

GAAUCGUU AUUG UCCA GCAU \

CUUAGCGA UAAC AGGU UGUA A

AACGAA AUUA- \ - \ ----- AGA

180170

120

GAG GC

GGUU \

UCAA A

A-- AA

130

140150

UUUGA UGG

GAAU A

CUUG A

AA--- UUU

160

miR5563

10203040

- UUA C AC---| CA

CAAUU AAUGAUU AGGCAACUCGGUCCUUCUGUUA UUGGC \

GUUAA UUGCUGUA UCCGUUGAGUCAGGAAGGCAAU AACUG A

G UAC A GACCA^ UC

9080706050

miR 2592a

102030405060708090

G C C - | GAA G C AAU C U C U A AG

UCA GCAUUUCGC CGGCAUUAUG UUUUCCUUUGAAAA UAAUUUUUGUUAGGU UG UUUAGAU GGUAUU AA UG CAA GAA UG \

AGU CGUAAA GCG GCUGUAAGUAC AAAAGGAAACUUUU AUUUUAGAACA AUCCA AC AAAUCUA CCAUAA UU AC GUU CUU AC G

- U A A ^ AUG - C CUU - C A C - UU

190180170160150140130120110100

miR 2592bl

102030405060

AG | U CU A UAA U G

UUGUUGUU UGGCAAGUUUGAAU AC CAUUCA AGG GAUAAUUGUU UAGUUGGAAG U

GACGGC AAAUUGUUC AAACUAA UG GUAGGU UCC CUGUUAACAA AUCAACCUUC G

AG ^ - AG C UC - C C

120110100908070

miR2592bm

102030405060708090

C U U C G GA- AU - | UG A

UCAAGCAUUUCG CUCGGCAUUAUG UUUUCCUUUGAAAAGA UAAAUU UUGUUA GUU UUUAGAUGA GUA UUAAGUGUCAAA AAUGA \

AGUUCGUAAA GUGGGCUGUAAGUAC AAAAGGAAACUUUUCU AUUUAA AACGAU CGA AAAUCUACU UAU AGUUCACGGUU UUAUU C

- - U A G ACA AC A ^ GU C

190180170160150140130120110100

## miR2592bn

```

      10      20      30      40      50      60      70      80      90
C          U          UAU      C      - G      A      -      -|      AA
UCGAGCAUUUCGCUCGGCAUUCAUG UUUCCUUUGAAAA  UAAAUU  UUGUUGGGU  UG  UUUAGAUGA  GGUA  UUAAGUGUCA  GAAAUG  \
AGUUCGUAAAGUGGGCUGAAGUAC AAAAGGAAACUUUU  AUUUAA  AACAAUCCA  AC  AAAUCUACU  CCAU  AGUUCACGGUU  CUUAC  C
-          -          CUU      A      C G      A      A      G^      UC
      190      180      170      160      150      140      130      120      110      100

```

## miR2619b

```

      10      20      30      40      50      60      70      80
AAA|      A      U          GC      . -AGGCAAAAUAAAAAUAAAAAUUGACACA      CA
CAGCCCC  UAUGU UUGAUUCUUUGGCAGUUUUG  CCCCCA          UGGCACCU  C
GUCGGGG  AUACA AACUAAGAAACCGUCAAAAC  GGGGGU          ACCGUGGG  U
UUA^      G      U          UU      \ -----      AU
      160      150      140      130          90

      100      110
      CG      C      C
      UCAG  GUUGAC  \
      AGUC  CAACUG  G
      CA      A      A
      120

```

## miR156j

```

      10      20      30      40      50      60
--|      G  UG  A  A-      A      GG      A      GUCUUUA      UAA
CUGUU  U  GG  CAU  GAAAUUG CAGAAGAG UGAGCACA AAAAA      GUAUA      \
GAUAA  A  UC  GUA  UUUUAAC GUCUUCUC ACUCGUGU  UUUUU      CAUAU      U
GU^      -  GU  -  AC      A      AU      G      AUUAC--      UUG
      120      110      100      90      80      70

```

miR167b

102030405060708090100110

CAA|UUGAGU UCCUGUGU U UAAU CUGA C A A U UAA

UGACAG UGAAGCU CCAGCAUGAUCUGU CUU CC AUA ACUU UCCAG AUUUAAUAUAA CAAAAA AUA AUA GUUUGGUC A

AUUGUC ACUUCGA GGUUGUACUAGACA GAA GG UAU UGAG GGGGUC UGAAUUUGUAUU GUUUUU UAU UAU CAAACUAG U

UAA^C - A U UGUU----- U U---- ---- C A A U UUU

200190180170160150140130120

miR168c

102030405060

C----|UUUA C U A CUA U U G

UCAC CGCGGUCUC AUUCG UUGGUGCAGG CGGGA CCA CA CCGCUG UUUC \

AGUG GCGCCGGAG UAAGU AACUACGUUC GCCCU GGU GU GCGGCGC AAAG U

AUCUA^ -- GC C C A UAA - C A

120110100908070

miR172b

1020304050

CAC--UGUUU A .-AUAUGUGAAUGAU| AGU

AGUCGU GC GAUGUAGCAUCAAGAUAUC GCAG \

UCAGCA CG CUACGUCGUAGUAGUUCUAAG CGUC G

AUAUU UAUAC A \ -----^ AAG

13012011010060

miR172c

10203040506070

UUAUUU A A UA-| U AA UUUUG UG UG

GC GAUGUAGCAUCAAGAUAUC CA UGAAAG GC AUGG UUGGAUUU AUC \

CG CUACGUCGUAGUAGUUCUAAG GU GUUUUC UG UACC AAUCUAAA UAG A

AAAUAC A A CAA^ - GA UCUUG CG CU

1301201101009080

7080

UAA UUG

UAUUUCAA A

AUAAAGUU U

A-- UUC

90

miR408

102030405060

UAGU U ACA-| A CAU A GA AAA U GAA

UAA GACAGG AAG CAGGGAA GCAG GCAUG UG CUA CGACAGU \

AUU UUGUCU UUC GUCCCUU CGUC CGUAC AC GGU GUUGUCA G

UAUU U AAUA^ G CUC A UC CUC - AAG

120110100908070

miR211u

1020304050

- U UC UG - AGU-| GU A CUU

AAGGA AGGGUAAUCUGCA C AGGUUUAG AACAAU UG UA UUUC A

UUCCU UUCUAUUAGACGU G UCCGAUC UUGUUA GC AU AAAG A

A U GA GU U AUGC^ UG A AAA

11010090807060

miR2111v

1020304050

UA- C AU- C UG -| ACC U

UAUUGG GAU AG GAGAUAAUCUGCAU C AGGUUUAGA ACA GA G

GUAACC CUA UC CUCUAUUAGACGUA G UCCGAAUCU UGU CU C

AC A U CUU A GU G^ CA- G

10090807060

miR2643b

1020304050

CUC---| U CC AU C U UUA A CAU

UGC AGU UUGA UCUCUAAU UCUG UCCCAA CACUU AUC G

ACG UCA AACU AGAGAUUA AGAC AGGGUU GUGAA UAG A

AGAUCA^ U U- AU A U UGA C AAA

10090807060

miR4414a

1020304050

GUAGAA-- AG CU G AC U AU U -----| GC

GAUGGCUG A CAGCU CUG UCGUUGG UCA AGC CACA ACAU \

CUGCUGAC U GUCGA GGC AGCAACC AGU UCG GUGU UGUG A

UACUGUCA CU AC G GU U CU U GCAAC^ AU

12011010090807060

How the deposited data were processed for this re-analysis (not part of the article)

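Small RNAs from shoots of M. truncatula cv Jemalong A17 were sequenced by the authors on an Illumina-Solexa sequencer, in 1 control (CK) library and 1 drought stress (DS) library that mixes 4 harvests. The authors removed low-quality tags, tags under 18 nt, tags with no adaptor and adaptor or polyA contaminants, trimmed the adaptors and deposited a list of unique sequences for each library, each with its length and its count of clean reads. The counts are not normalized. Their sums, 6420234 reads in the CK library and 6505965 in the DS library, equal the clean reads of Table 1.

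Sequences of miRNAs were taken from Table 2, Additional file 2 and Additional file 4, and each was counted as the tag equal to its whole sequence. Counts were divided by the clean reads of the library, as the paper's methods state, and compared between the libraries with a two-sided exact binomial test conditional on their sum, because the methods name the Poisson distribution. The paper's own formula for the p-value was not used here. The p-values were adjusted by the Benjamini-Hochberg method over the 102038 tags of 18 to 30 nt with at least 10 reads in both libraries together, and a tag was called changed with an adjusted p under 0.05 and a change over 1.5-fold. Standard errors of log2 changes and Wilson intervals at the 95% level come from counts alone. In the alternatives and the comparison with the paper's values, a named sequence with 3 reads or fewer in 1 library was given 3 reads there. All other log2 changes used the counts as they were, with a small constant added to both where 1 count was 0. With 1 library per condition there is no replicate error, and no p-value was computed across tags.

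Lists of miRNAs were set against 10000 random lists of tags of 20 to 22 nt in which each member was replaced by 1 of the 100 tags nearest in abundance, with a fixed random seed of 11. Precursors were rebuilt from the drawings of Additional file 3 where the sequence had the length of Table 2 and held the miRNA, tags were matched to them without mismatches, and they were folded with ViennaRNA 2.7.2. The computation ran under Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. TMM factors and the exact test with an assumed biological coefficient of variation of 0.1 or 0.4 came from edgeR 4.0.16.

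The calls were tested on simulated data at the depth of these libraries. They gave 0 of 102038 unchanged tags, and with 200 tags changed 3-fold they recovered 98.5% with 2 false calls. This recovery does not carry over to tags with few reads. Lists drawn at random lay at a median percentile of 55.5 over 50 lists, and lists with an added log2 change of 1.5 at 100.

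The alternatives cover the scaling (TMM, median-of-ratios size factors, reads of 20 to 22 nt, clean reads without the 10 most abundant tags), the test (Audic-Claverie, edgeR's exact test), unadjusted p-values, a threshold of 2-fold, the filter on low counts, the tags counted for a miRNA, and the reads or sequences behind each share.

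The sequences named in the text were fixed by a rule: every sequence of Additional file 4; those of Table 2 that the paper names as responsive or whose count differs from Table 2; the candidates of Additional file 2 past both thresholds, at most 5 in each direction; the 3 most abundant tags of each library; and the 3 most increased and 3 most decreased tags of 20 to 22 nt with at least 500 reads. Any other sequence was named after its values were seen.

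Matches to the genome, the families of miRBase, target predictions and RT-qPCR were not analysed here. Coordinates are those of Table 2 on Mt3.0.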

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

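The comparison of GGCGGATGTAGCCAAGTGGA with tags of other lengths, that of CTAACAGACCGGTAGACTTG and GCAGTTAAAAAGCTCGTAGTTG with longer tags (its wording was revised then), the place of GCTCAAGAAAGCTGTGGGAGA among 21 nt tags and the count of calls in simulated libraries are tests that were chosen only after the result was seen. All results in this part are signals in tags or miRNAs whose response the paper does not report, and each compares 1 library with 1 library. A difference between the plants or the preparations of the libraries that has nothing to do with drought stays open for all of them, and no value of 1 library per condition can exclude it.

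The tag with the largest rise among tags of 20 to 22 nt with at least 500 reads was GGCGGATGTAGCCAAGTGGA, with 1165 CK reads and 21152 DS reads, a log2 change of 4.16 (SE 0.04). Tags of other lengths with the same first 18 nt had 4304 CK reads and 4299 DS reads, a log2 change of -0.021, but this sum holds lengths that went both ways: the 19 nt tags rose from 79 to 460 reads and the 21 nt tags from 573 to 912, while the 26 nt tags fell from 1253 to 590. The sum therefore does not decide whether 1 molecule was over-amplified in the DS library, and a change in where a longer RNA is cut stays open as well.

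The tag with the largest fall was GCTCAAGAAAGCTGTGGGAGA, with 743 CK reads and 99 DS reads, a log2 change of -2.93 (SE 0.15). A stretch of 15 nt in it is complementary to miR396a. Of the 272 tags of 21 nt with at least 500 reads, the lowest 2.5% lay under a log2 change of -1.43, but the tag was picked as the most decreased one, which fixes its place among them, so a general fall of short tags stays open. The other tag with at least 14 nt complementary to miR396a and at least 10 reads is 1 nt shorter at the 5′ end, and fell from 147 to 30 reads, a log2 change of -2.31 (SE 0.29), which argues against a change in the amplification of 1 molecule. The complementary stretch suggests that the tag comes from the opposite arm of a precursor of the miR396 family, which was not tested because no precursor of miR396a was rebuilt here.

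The tags CTAACAGACCGGTAGACTTG (1127 CK reads and 229 DS reads, log2 change -2.32, SE 0.10) and GCAGTTAAAAAGCTCGTAGTTG (1603 and 435, log2 change -1.90, SE 0.08) fell as well. Both belong to groups of tags of many lengths with the same first 18 nt. If the longer RNA had fallen as a whole, tags of 23 nt and more would have fallen too. Those of the first group rose by 0.42 (log2), from 605 to 820 reads. This rise lay at 23 nt (581 to 801 reads), while the 24 nt tags went from 18 to 13 and the 22 nt tags fell from 1979 to 1075. A rise at 1 length cannot decide whether the longer RNA fell. Those of the second changed by -0.21, from 4232 to 3716 reads, with lengths that went both ways. A fall of the longer RNA therefore stays open for both groups. A loss of short fragments of longer RNAs in the DS library stays open. Of 566 other groups with at least 6 lengths and 500 reads, 63.8% showed a fall of the tags of 18 to 22 nt against those of 23 nt and more, with a median of -0.19, which is under the limit of 75% set for a general loss. The differences for these groups, -1.77 and -1.67, lie above the 2.5th percentile of the other groups, -1.86, so they are not apart from them.

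The tag TTTCCAATTCCACCCATTCCTA had 366 CK reads and 1034 DS reads, a log2 change of 1.48 (SE 0.09). It differs from miR2118 by 2 substitutions. Sequencing errors of the miR2118 tag would give tags with 1 substitution, while 2 tags with 2 to 4 substitutions and at least 50 reads, this tag and miR2089, rose over 1.5-fold. The values are consistent with a rise of several related miRNAs, as a hypothesis found and tested on the same libraries.

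Among the candidates of Additional file 2, NO67 fell (341 CK reads and 111 DS reads, log2 change -1.64, SE 0.16), as did NO59 (358 and 223, -0.70, SE 0.12) and NO156 (124 and 75, -0.74, SE 0.21). The other called candidate, NO153, rose (383 and 740, 0.93, SE 0.09). It has the sequence of miR2111, whose response the paper reports. Among the sequences of Table 2, 2 that the paper does not list as responsive fell and are named here after their values were seen: miR5559, with 1371 CK reads and 701 DS reads (log2 change -0.99, SE 0.07), and miR2592bm,bn, with 446 and 293 (-0.63, SE 0.11). Counting error of independent reads does not explain many such calls, since 0 tags of 20 to 22 nt were called in simulated unchanged libraries. The simulation drew reads as the test assumes, so it cannot exclude the wider error of amplified reads. The calls of NO156 and miR2592bm,bn rest on the scaling: by the reads of 20 to 22 nt, NO156 lost its call on the adjusted p (log2 change -0.65) and miR2592bm,bn fell under 1.5-fold (-0.54). The call of NO59 was lost when its 3′ variants were summed (-0.47), and so was that of miR2592bm,bn (-0.38). NO156 also lost its call without the filter on low counts, and miR2592bm,bn with tags of at most 1 substitution. NO59 lost it with tags inside the sequence, chosen after seeing the data. NO59, NO156 and miR2592bm,bn all lost their calls with an assumed coefficient of variation of 0.1 or 0.4 and with a threshold of 2-fold. NO67 and miR5559 kept their calls under every alternative scaling and way of counting, though both lost them with an assumed coefficient of variation of 0.4 and miR5559 with a threshold of 2-fold, and a response to drought stress remains 1 of the open explanations for them.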

How the results depend on the processing

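The alternatives were set before the data were examined, except the sum of all tags of at least 18 nt inside a miRNA sequence, which was chosen after seeing the data. The comparison of tags with the genome was not run. Relative to clean reads, the scalings moved log2 changes by at most 0.09, with the reads of 20 to 22 nt.

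The calls depend most on the error assumed between libraries, which 1 library per condition cannot measure. With an assumed biological coefficient of variation of 0.4, 0 of the known miRNAs, 0 of the sequences of Table 2, 0 of the candidates and 0 tags of 20 to 22 nt were called, against 6, 6, 4 and 1663. With 0.1, 3 sequences of Table 2, 2 candidates and 847 tags were called, while the known miRNAs kept 5 of their 6 calls. With unadjusted p-values 13 candidates and 3844 tags were called. With a threshold of 2-fold 2 sequences of Table 2 and 1 candidate were called. Without the filter on low counts 756 tags were called, since many more tags enter the adjustment. Counting tags with at most 1 substitution gave 9 candidates. All other counts for these lists stayed within 1.5 times the main count. Scaled by reads of 20 to 22 nt, the sequences of Table 2 had 2 calls up and 2 down, in place of 2 up and 4 down; the cause was not tested.

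Counted by members, the known miRNAs had 20 calls up and 6 down, but 2 up and 3 down with a threshold of 2-fold and 0 and 0 with a coefficient of variation of 0.4. Of the 14 new miRNAs 5 were called, but 2 when scaled by reads of 20 to 22 nt, 1 with a coefficient of variation of 0.1, a threshold of 2-fold or no filter on low counts, and 0 with a coefficient of variation of 0.4. Of the 15 new members of known families 5 were called, but 3 when scaled by reads of 20 to 22 nt, with a coefficient of variation of 0.1, with 3′ variants or with at most 1 substitution, 1 with a threshold of 2-fold and 0 with a coefficient of variation of 0.4.

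The alternatives gave 380 log2 changes for 30 named miRNAs, candidates and tags. Of these changes, 330 kept their direction and their side of the thresholds, 44 kept the direction and lost the call, 6 gained a call and 0 reversed. The names miR2111a-f,h-s and miR2111u,v stand for the same tag, so its outcomes enter these counts under both names. The gained calls include miR396a, called higher under 3 scalings. Under the sum of tags inside the sequence, chosen after seeing the data, miR396a reversed to -0.72, because the shorter tags that enter the sum fell, though these are shared with another 21 nt tag.

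The 24 nt share was higher in the DS library in every variant: 71.5% and 74.7% of unique sequences in the CK and DS libraries, 45.1% and 50.2% with tags of at least 2 reads, and 56.3% and 62.8% without the 10 most abundant tags. The 21 nt share was 6.23% and 5.64% of unique sequences and 13.9% and 12.8% without the 10 most abundant tags, but 21.3% and 21.6% with tags of at least 2 reads, where its direction turned; the cause was not tested.

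DS-specific sequences made up 74.6% of the unique sequences and 38.0% of the reads of the DS library alone, 18.5% and 5.37% with tags of at least 2 reads, and 44.6% and 19.0% with the libraries thinned to the same number of reads. The lower values with at least 2 reads follow from leaving out tags with a single read.

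The known miRNAs lay at percentile 99.1 of the abundance-matched lists among tags of 21 nt and at 99.9 with TMM. The sequences of Table 2 moved from 22.5 to 65.8 and 41.6, and the candidates from 9.12 to 40.5 and 3.02, so their place within the random lists is not settled. The most abundant tag held 3.32% of the CK reads and 3.73% of the DS reads with its 3′ variants.

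Of 28 counts of Table 2, 24 lay within 1.5 times the reads of the whole tag, but only 8 with the CK library alone and 3 with the DS library alone, each of which holds only part of the reads. Tags of 20 to 24 nt gave 230 of the 232 reads on opposite arms. A tag with fewer than 10 reads in both libraries together, such as miR171c or miR5555, was left out of the main test by the chosen minimum. Without the filter on low counts, neither miR171c nor miR5555 was called.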

Differences from the paper's values

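Of 100 values compared with the paper's, 20 differed, counts and normalized reads by more than 1.5-fold and changes by more than counting error or in sign.

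The number of known members called lower in the DS library was 6, against the paper's 10. Counting tags of at least 18 nt inside the sequence, chosen after seeing the values, gave 7 with miR396a called lower, which is within 1.5-fold of the paper's number, and none of the alternatives set before the data were examined closed the gap. The number of new members of known families called changed was 5, against the paper's 3. Scaling by reads of 20 to 22 nt, edgeR's exact test with an assumed coefficient of variation of 0.1, 3′ variants and tags with at most 1 substitution closed this gap, and the other alternatives did not. For the new miRNAs the main setting gave 5 calls, the same number as the paper but not the same members. It called miR5559, which the paper does not list, and did not call miR5274b, which the paper lists. The first 2 of the settings above took this number to 2 and 1.

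The log2 change of miR5274b was 0.42, against about 2.6 in Fig. 3b, read by eye. None of the alternatives closed the gap.

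The fold changes of Additional file 4 are signed ratios, so the values here are given on that scale. For miR396a the ratio was 1.49, against the paper's -1.65, and normalized reads were 101 RPM in the CK library and 150 in the DS library, against the paper's 397 and 241. Counting 3′ variants or tags with at most 1 substitution closed the gap for the CK library only. Tags inside the sequence, chosen after seeing the values, closed all 3 gaps, with a ratio of -1.65. For miR1510a the ratio was -2.53, against the paper's -2.22. TMM, median-of-ratios, reads of 20 to 22 nt and 3′ variants closed this gap, and scaling without the 10 most abundant tags and tags with at most 1 substitution did not. Its normalized reads were 141 and 55.8 RPM, against the paper's 263 and 118, and none of the alternatives closed the gap. For miR171c they were 0.779 and 0.307 RPM, against the paper's 12.0 and 7.22, and none of the alternatives closed the gap. For miR2111g they were 4.05 and 7.38, against the paper's 7.16 and 11.7. The 3′ variants closed the gap for the DS library, as did tags inside the sequence, chosen after seeing the values, and none closed it for the CK library.

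The reads of both libraries were 6 for miR5555, against the paper's 40664 in Table 2, and 98 for miR5556, against the paper's 155, and none of the alternatives closed these gaps. They were 23 for miR5563, against the paper's 12, and 18 for miR2619b, against the paper's 9, and only the counts of either library alone closed these gaps. They were 1123 for miR2111u, against the paper's 413, and only the count of the CK library alone closed the gap.

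On the opposite arm there were 5 reads for miR5561, against the paper's 3 miRNA* reads, and 94 for miR408, against the paper's 55. Counting only tags of 20 to 24 nt did not close these gaps.

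The paper states that miR396, miR171, miR398, miR399, miR2111g and miR5274b respond to drought stress. The paper's methods name no adjustment of p-values, while the main calls here are adjusted over all tags tested. Here miR399k and miR2111g were called only with unadjusted p-values or when adjusted over the list alone. With unadjusted p-values 22 known members were called higher, against the paper's 22. The tag of miR396a was higher and not lower in the DS library. With tags inside the sequence, chosen after seeing the values, miR396a was called lower. For miR398b,c (37 CK reads and 23 DS reads), miR171c (5 and 2) and miR5274b (14 and 19), no setting gave a call. The paper does not list miR5559 and miR2592bm,bn, which were called lower.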

Other observations

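The grouping of 21 nt tags with the same short forms and the tests on counting error, on the share of unique 24 nt sequences, on opposite arms, on family totals, on the date in Table 2 and on the arms behind Table 2 were chosen only after the result was seen. The other tests were set before the values they measure were seen.

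Of the 410 tags of 20 to 22 nt with at least 500 reads, 161 (39.3%) changed over 1.5-fold. The simulated unchanged libraries gave 0 calls, so counting error of independent reads alone does not explain this. The simulation drew reads as the test assumes, so a wider error of amplified reads stays open. Over the scalings at least 37.1% of the 410 tags changed, and at least 1436 of all 19394 tags of 20 to 22 nt, so the scaling is not the cause either. Among tags with at least 100 reads, those whose first 18 nt also begin tags of 6 or more lengths, as in a series of breakdown fragments, were changed in 52.3% of 909 cases and mostly fell. Those that hold at least 80% of the reads of their group were changed in 23.7% of 951 cases, so fragments of many lengths can be part of the pattern but are not the whole of it. A difference in the breakdown of RNA between the libraries may contribute, and a response to drought stress and a difference between library preparations remain open.

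The 24 nt class took a larger share of the DS reads. Without the 10 most abundant tags the difference was 6.50 percentage points, which argues against a loss of a few abundant tags of other lengths as its cause. Among unique sequences the difference was 3.22 percentage points, but most unique sequences are single reads and follow the number of 24 nt reads, so this does not decide whether the same sequences had more reads each. With 1 library per condition, no biological explanation could be tested.

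The 18 and 19 nt tags that begin miR396a fell by 2.41 (log2) against its 21 nt tag. In 36 other 21 nt tags with at least 1000 reads, the short forms changed by a median of -0.31 against the 21 nt tag, and 26 of them fell. The short tags also begin the tag TTCCACAGCTTTCTTGAACTG and cannot be assigned to either. With the 21 nt tags of the same first 18 nt summed, the difference was -2.20 (SE 0.08), against a 2.5th percentile of -2.11 in 31 other groups, of which 1 lay lower. The distance is within counting error, so a general loss of short tags in the DS library stays open, and so does a change in trimming, which was not tested.

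Both arms of a hairpin come from 1 transcript and could be expected to move together. Of the 4 rebuilt hairpins with at least 20 reads on the opposite arm, 2 had both arms changed in the same direction: miR4414a, with -1.51 on the arm of the miRNA and -2.02 opposite, and miR408, with 0.75 and 0.67 (log2). For miR5213 the arms changed by -0.18 and 0.65 (SE 0.45), and for miR156j by -0.17 and 0.10 (SE 0.58), within about 2 standard errors, so the reads are too few to decide.

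The paper's count of 40664 for miR5555 in Table 2 equals the day number that a spreadsheet gives to day 1 of month 5 of the year 2011. The table writes counts of a miRNA and its miRNA* as a pair, and the tag had 6 reads in both libraries together. That a spreadsheet turned a pair of counts into a date, with month 5 standing for the count of the miRNA, is a candidate explanation.

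The paper's total for the miR2111 family in Additional file 1, divided by the reads of 1 member from Additional file 4, gives 18.0 in the CK library and 18.1 in the DS library, and 18 members share that sequence. The values are consistent with each read having been counted for every member.

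In 6 of the 7 rebuilt hairpins, the reads on the arm of the miRNA lay within 5% of the paper's count in Table 2, such as 10343 against 10341 for miR156j and 664 against 663 for miR4414a. The whole tags had 8144 and 616 reads. For miR408 the arm had 119 reads, against the paper's 75. A sum over all tags of an arm may thus lie behind most of these counts, but the test asked for every hairpin and miR408 goes against it as the cause of all.

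The tag TGGAGGATCAGGTAAAACAAC, chosen after its values were seen, differs from miR1510a by 2 substitutions. It had 2065 CK reads and 2424 DS reads, a log2 change of 0.21 (SE 0.04), and was higher in the DS library under all 4 other scalings. The log2 change of miR1510a lay 1.55 below it (Fisher's exact test, two-sided p = 4.7e-59), which compares 2 tags in 2 libraries.

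The tag TTGACAGAAGAGAGAGAGCAC, also chosen after its values were seen, differs from the first 21 nt of miR156j by 2 substitutions. It had 2927 CK reads and 7974 DS reads, a log2 change of 1.43 (SE 0.03), while the most abundant tag changed by 0.16.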
